A study of Mus musculus with 6 samples. Its data were reported in "Glycogen and lactate metabolism in mouse fetal Sertoli cells sustain the germ line" (2026).

How the data were processed

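RNA sequencing of whole mouse testes at embryonic day 12.5 (E12.5) was analysed in 6 samples, 3 control and 3 Ppp1r3c cKO. The control embryos carried floxed Ppp1r3c alleles without Cre, and the cKO (conditional knockout) embryos carried the same alleles with a Cre driven by Nr5a1 (Sf1) sequences, which is active in the somatic cells of the gonad. Ppp1r3c encodes a regulatory subunit of protein phosphatase 1 that promotes glycogen synthesis. Each sample was a pool of gonad pairs from more than 1 embryo. Groups and replicate numbers were taken from the sample titles.

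The deposited values were raw counts of reads per gene, with no normalization. The authors prepared stranded mRNA libraries, aligned the read pairs to the mouse genome build mm10 with STAR, and counted reads per RefSeq gene with featureCounts in a strand-specific mode. The table held 24470 genes, with 2 symbols on more than 1 row. No column of per-sample values was left unused. All coordinates below are the mm10 coordinates of the deposited table.

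Library totals ranged from 16139487 to 44145158 counts. Control replicate 1 was the shallowest library. The 10 most abundant genes took between 4.17% and 4.54% of the counts of a library, and the TMM factors lay between 0.989 and 1.01. With 3 samples against 3, an exact two-sided permutation test of a single value cannot give a p below 0.1.

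The main test was edgeR (version 4.0.16) in R 4.3.3, with the filterByExpr filter (minimum count 10), TMM normalization, and the quasi-likelihood F-test of cKO against control on all 6 samples without further covariates. It left 15577 genes. P-values were adjusted by the Benjamini-Hochberg method over these genes, and genes with an adjusted p (FDR) below 0.05 are termed called. The standard error (SE) of a log2 fold change was derived from the F statistic. CPM (counts scaled to a common library total) were computed with TMM-scaled library sizes. Log2 CPM used a prior count of 2. DESeq2 (version 1.42.0), which the authors used, was run as the first alternative with its default settings.

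Gene lists were written from general knowledge and from the study's text before the data were examined, as were the groups, tests, most of the alternatives and the rule for naming genes. There were 17 lists, of which 16 were tested with fry from limma (version 3.58.1) and adjusted together, and the Y-linked list served only as a check of sex. The camera test was run with a preset correlation between genes of 0.01 and with an estimated correlation. In the germ cell list, 1 gene could not be matched to the table. The level of a list in a sample was the mean over its genes of the log2 CPM difference from the control mean.

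The text names Ppp1r3c, the genes of the study's text (as a summary unless called), the called genes whose groups did not overlap, called genes within 1 Mb of Nr5a1 or Ppp1r3c, the gene of lowest p in each list, and Xist. Any other gene is named with the remark that it was chosen after its values were seen.

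The alternatives fixed at that time were DESeq2, limma-voom, RLE size factors, no filter on low counts, a stricter filter (CPM of at least 1 in at least 3 samples), the replicate number as a block, and leaving out each sample in turn. DESeq2 at an alpha of 0.05, DESeq2 without each sample, the newer quasi-likelihood method of edgeR, and libraries thinned to the smallest total were added after the data were seen.

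The tests were tested on simulated data for cKO against control, drawn from the means, dispersions and library sizes of the 15577 genes with 200 genes changed. edgeR recovered 87.5% of the changed genes, and 9.79% of its calls were false. DESeq2 recovered 86.5% and 14.8% of its calls were false, while limma-voom recovered 87.0% with 7.94% false. At a log2 change of 2 edgeR recovered 98.0%, and at a log2 change of 1 it recovered 77.0%. The false shares lay above the nominal 5% for all 3 tools. Smaller changes and genes that vary together were not simulated.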

Results

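To examine the transcriptome of testes in which glycogen synthesis was genetically reduced, RNA-seq counts of E12.5 testes were compared between 3 control and 3 Ppp1r3c cKO samples. Control replicates 1 to 3 held 16139487, 44145158 and 41035112 counts. The cKO replicates held 40302491, 35652925 and 33435079 counts. Between 17461 and 18594 genes had at least 1 count in a sample.

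The targeted gene was examined first. Ppp1r3c lies on the minus strand of chromosome 19, from 36731731 to 36736604. Its level was 23.2 ± 1.19 CPM (SD, n = 3) in control and 5.35 ± 0.624 CPM (SD, n = 3) in cKO testes. This was a reduction of 76.9% of the mean, with 79.6%, 76.8% and 74.3% in the individual cKO samples. The log2 fold change was -2.11 (SE 0.111, edgeR FDR 0.000126), and the exact permutation p was 0.1, the smallest that 3 against 3 samples allow. Leaving out single samples moved the log2 fold change between -2.20 and -2.03. In every cKO sample the level lay below that of every control sample, as their labels imply. The counts cover the whole gene, and which part of it was deleted is not given in the sources used here.

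Replicates correlated closely. Spearman correlations across genes, which are not independent replicates, were 0.994 to 0.997 within groups and 0.991 to 0.996 between groups. The first principal component of the 500 most variable genes held 35.1% of the variance and separated the groups (exact permutation p 0.1). Over all tested genes it held 32.1%. On the 500 genes, cKO replicates 1 to 3 scored 3.32, 7.31 and 20.4, and the control samples -14.0 to -3.89. Replicate 3 of the cKO, which also differed in Xist (below), was thus the most distant. The component was not computed without that sample, so it cannot be read as genotype alone. No pair of libraries agreed within sampling noise.

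edgeR called 6 of 15577 genes, 5 higher and 1 lower in cKO testes. DESeq2, the alternative on all 6 samples that moved this number most, called 111 genes, 57 higher and 54 lower, including the same 6. At an unadjusted p under 0.05, edgeR had 1770 genes (11.4%), a count that ranged from 1100 (without control replicate 2) to 2173 (without cKO replicate 1) when single samples were left out. The groups did not overlap for 2429 genes (15.6%), where chance gives 10%. The edgeR count was 2 without control replicate 1, 2 without control replicate 3 and 3 without cKO replicate 3. The DESeq2 count also depended on single samples: it was 313 without control replicate 1, 52 without control replicate 2, 48 without control replicate 3, 300 without cKO replicate 1, 82 without cKO replicate 2 and 14 without cKO replicate 3. Of the 111 genes, 12 were among the calls without cKO replicate 3.

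**Figure D1:**
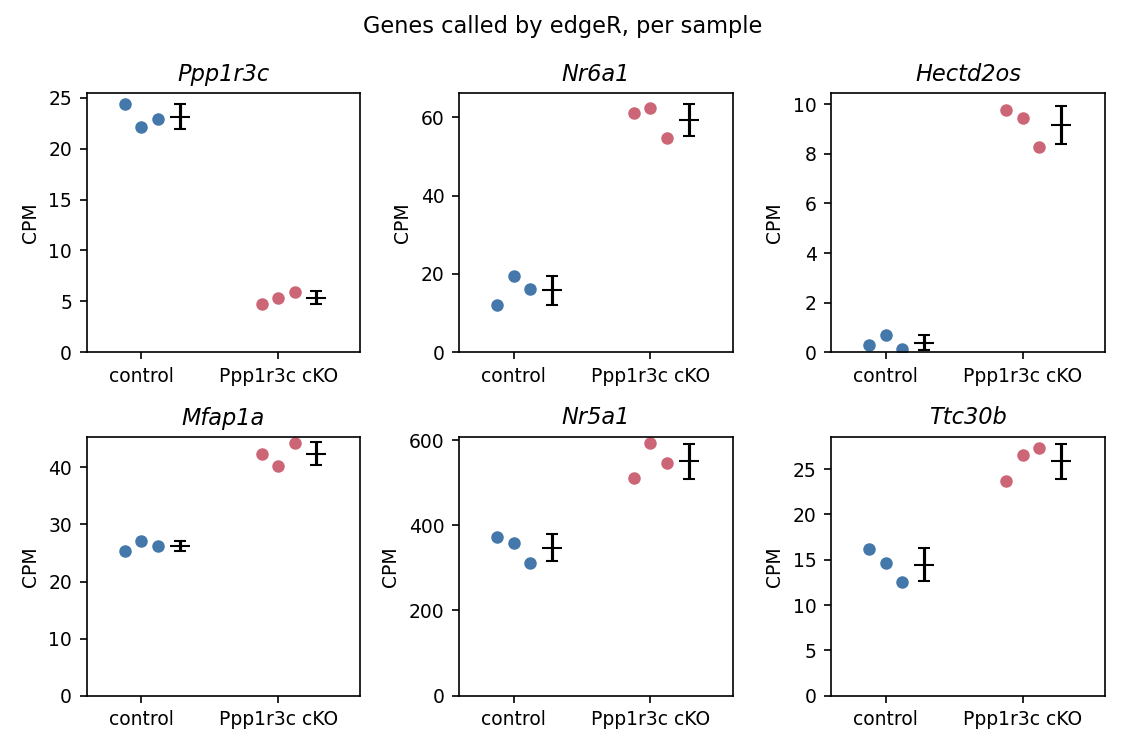
CPM (y axis, linear from 0) of the 6 genes called by edgeR in each control (blue) and Ppp1r3c cKO (red) sample, with the group mean and SD in black. The groups do not overlap for any of the 6 genes, and Ppp1r3c is the gene that is lower in cKO.

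Besides Ppp1r3c, the called genes were Nr6a1, Hectd2os, Mfap1a, Nr5a1 and Ttc30b. Nr6a1 (chromosome 2, 38723374 to 38926461) rose from 15.8 ± 3.69 to 59.4 ± 4.10 CPM (SD, n = 3 each), a log2 fold change of 1.88 (SE 0.140, edgeR FDR 0.00152). edgeR did not call it without control replicate 3 (FDR 0.0539). Hectd2os (chromosome 19, 36619418 to 36689479) rose from 0.377 ± 0.296 to 9.16 ± 0.777 CPM (SD, n = 3 each), a log2 fold change of 4.52 (SE 0.397, edgeR FDR 0.00444). Its control libraries held 5, 31 and 5 counts, and it was not called without control replicate 1 (FDR 0.0522). Hectd2os overlaps Hectd2 on the other strand, and the counting used strand.

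Mfap1a (chromosome 2, 121492681 to 121506656) rose by 0.69 on the log2 scale (SE 0.0660, edgeR FDR 0.00710), from 26.2 ± 0.884 to 42.4 ± 2.01 CPM (SD, n = 3 each). Ttc30b (chromosome 2, 75935849 to 75938462) rose by 0.85 (SE 0.106, edgeR FDR 0.0451), from 14.5 ± 1.81 to 25.9 ± 1.92 CPM (SD, n = 3 each). Both have close paralogs, so their counts are uncertain where reads match more than 1 copy. Nr5a1 (chromosome 2, 38692656 to 38714542) rose by 0.66 (SE 0.0801, edgeR FDR 0.0401), from 347 ± 32.3 to 550 ± 40.8 CPM (SD, n = 3 each). Mfap1a was not called by edgeR without control replicate 1 (FDR 0.0522), control replicate 3 (0.0868) or cKO replicate 3 (0.0635). Nr5a1 and Ttc30b were called by edgeR without cKO replicate 1 and lost their call without each of the other 5 samples in turn. Their FDR was then 0.0731 to 0.212 for Nr5a1 and 0.0668 to 0.227 for Ttc30b. Under the stricter filter on low counts both also lay just above the threshold, at 0.0503 and 0.0520. DESeq2 without single samples called Mfap1a, Nr5a1, Ttc30b, Nr6a1 and Hectd2os in every run that gave them an adjusted p.

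The called genes were placed relative to Nr5a1, whose sequences drive the Cre, and to the floxed gene. Within 1 Mb of Nr5a1, 2 of 13 tested genes were called, against 4 of 15564 elsewhere (two-sided Fisher's exact p 9.63e-06). These were Nr5a1 and Nr6a1, 8.83 kb apart. Without control replicate 3 edgeR called 0 genes in the window, while DESeq2 called Nr5a1 and gave Nr6a1 no adjusted p. Leaving Nr5a1 itself out, 1 of 12 genes was called (two-sided Fisher's exact p 0.00385). Within 1 Mb of Ppp1r3c, 2 of 15 tested genes were called, Ppp1r3c and Hectd2os. Leaving out Ppp1r3c, whose call follows from the design, 1 of 14 genes was called (two-sided Fisher's exact p 0.00449). Without control replicate 1 edgeR called only Ppp1r3c in this window, while DESeq2 still called Hectd2os. The distance between Ppp1r3c and Hectd2os was 42.3 kb. Windows of 250 kb and 5 Mb also held 2 calls each.

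**Figure D2:**
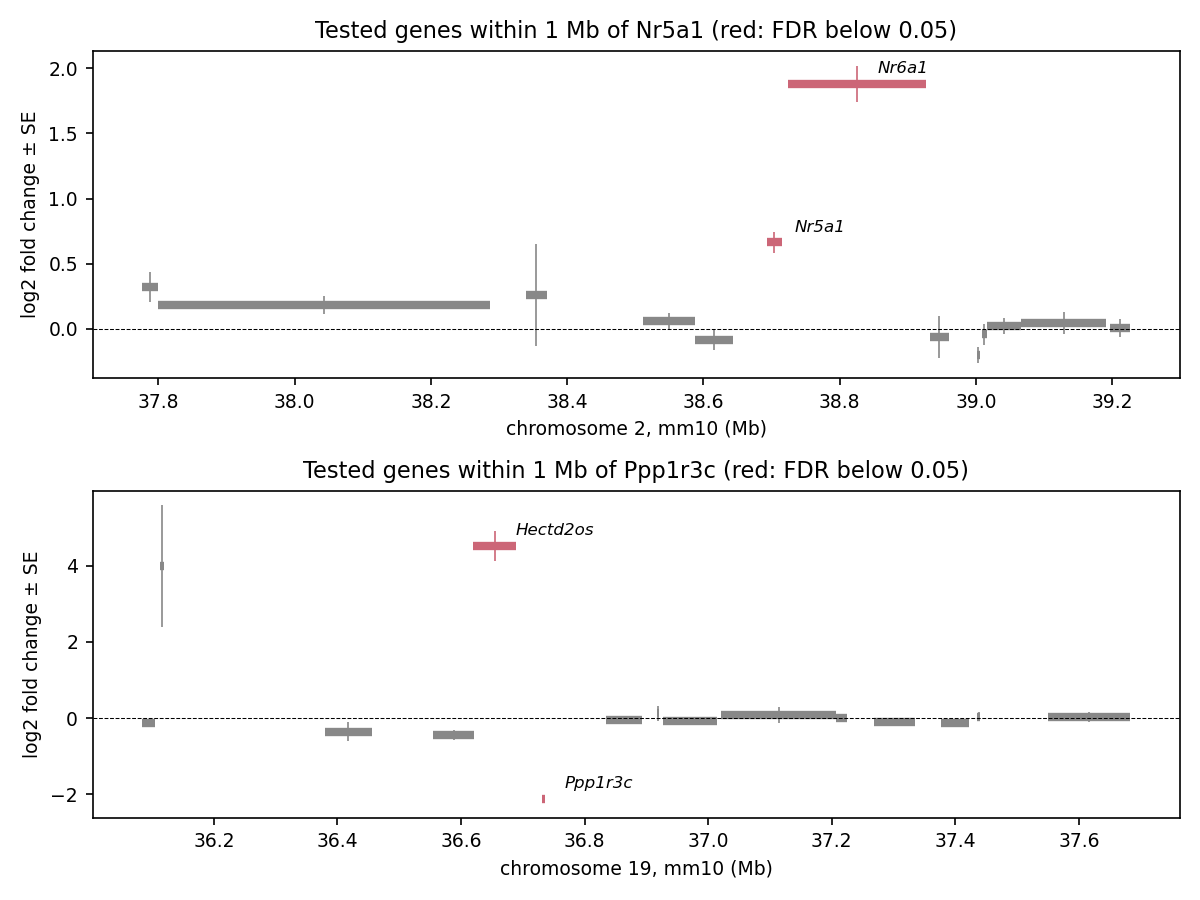
Log2 fold change of cKO over control (y axis, vertical lines show the SE) of tested genes within 1 Mb of Nr5a1 and Ppp1r3c, against their position in mm10 (x axis, Mb, each bar spanning the gene). Called genes are red: 2 of 13 in the first window and 2 of 15 in the second.

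To ask whether Sertoli cell identity differed, the 4 Sertoli markers of the study's text were examined. With adjustment over all genes, 0 of 4 were called by edgeR, and DESeq2 also called 0. At an unadjusted p under 0.05 there were 2, and the count adjusted over the list alone was also 2: Sox9, with a log2 fold change of 0.28 (SE 0.0919), and Inhbb, with 0.25 (SE 0.0827), each with an FDR of 0.0277 over the list and 0.377 over all genes by edgeR. Both counts were 0 without control replicate 2 or control replicate 3. The count adjusted over the list alone was also 0 without cKO replicate 1 or cKO replicate 2, and 3 without control replicate 1. Dmrt1 (-0.17) and Amh (-0.08) were not called under either adjustment, and the sign of Amh changed without control replicate 1 (0.05) or cKO replicate 3 (0.05). The Sertoli cell list of 14 genes had 7 genes higher and 7 lower. Its median was -0.0023 and its mean 0.017, of opposite sign, and its fry p was 0.843 (FDR 0.991).

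The germ cell list was lower in cKO testes, with a difference within the spread between samples. Its median log2 fold change was -0.82, with 21 of 22 tested genes lower. The fry p was 0.101 (FDR 0.323 over 16 lists). DESeq2 gave a median of -0.81 (fry FDR 0.316), and limma-voom moved it most among other tools, to -0.91. No gene of the list was called over all genes by edgeR or DESeq2, whereas the count adjusted over the list alone was 16 by edgeR and 2 by DESeq2. The edgeR count was 0 without control replicate 2 or control replicate 3. The DESeq2 count ranged from 0 (without control replicate 2, control replicate 3 or cKO replicate 3) to 16 (without cKO replicate 1). Germ cell list levels were -0.47, 0.25 and 0.22 in the control samples and -0.33, -1.27 and -0.54 in the cKO samples (exact permutation p 0.2). Control replicate 1 was thus lower than cKO replicate 1. The median was -0.58 without cKO replicate 2 and -1.05 without cKO replicate 1. The gene of lowest p was Dppa3, with a log2 fold change of -1.24 (SE 0.271, edgeR FDR 0.377).

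The piRNA pathway list had a median of -0.66 (fry p 0.0979, FDR 0.323), with 15 of 16 tested genes lower. The meiosis list had a median of -0.81 (fry p 0.0520, FDR 0.306), with 17 of 18 tested genes lower, and its median was -1.23 without cKO replicate 1. edgeR called 0 genes of either list over all genes, and 10 of each adjusted over the list alone, a count that was 0 for both lists without control replicate 2 or control replicate 3. For meiosis it was also 4 without cKO replicate 2 and 6 without cKO replicate 3. DESeq2 called 4 piRNA pathway genes over all genes, Asz1 and, chosen after their values were seen, Mael, Tdrd12 and Tdrkh. It called 1 meiosis gene, Syce2, with a log2 fold change of -0.48 (DESeq2 FDR 0.0190). Several piRNA pathway genes are also in the germ cell list, so the lists are not independent.

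**Figure D3:**
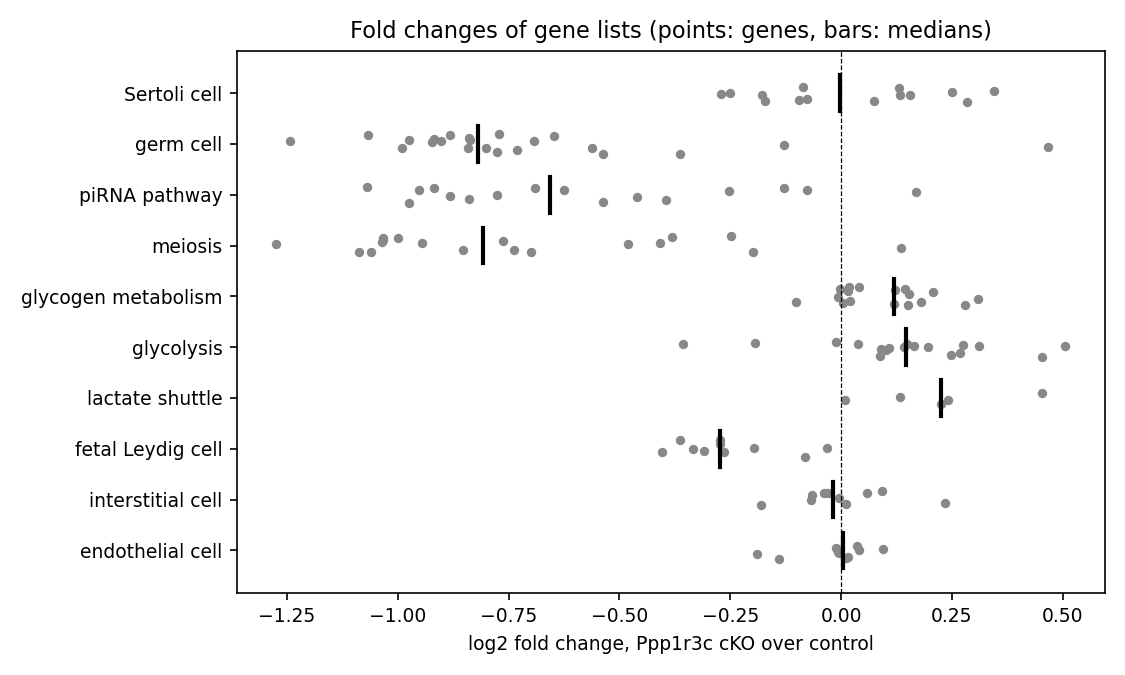
Log2 fold change of cKO over control (x axis) for each tested gene (grey points) of 10 gene lists, with list medians as black bars. The germ cell, piRNA pathway and meiosis medians lie at -0.82, -0.66 and -0.81, and the Sertoli cell median lies near 0.

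Lists of carbohydrate metabolism were higher by small amounts. The glycogen metabolism list had a median log2 fold change of 0.12 (fry p 0.0164, FDR 0.263), with 14 of 17 tested genes higher. The median was 0.044 without cKO replicate 1, 0.065 with limma-voom and 0.057 in thinned libraries. The 7 tested glycogen enzymes of the study's text had 0 calls over all genes and 0 adjusted over the list alone, which became 2 without cKO replicate 1 by edgeR and by DESeq2. Among them Gbe1 had the lowest p, with a log2 fold change of 0.28 (SE 0.0870, edgeR FDR 0.377). The glycolysis list had a median of 0.15 (fry p 0.140, FDR 0.374), with 15 of 18 genes higher. edgeR called 0 of its genes over all genes and 6 adjusted over the list alone, which became 0 without control replicate 1, control replicate 3 or cKO replicate 3, and 1 without cKO replicate 1. DESeq2 called 3 over all genes, Ldha and, chosen after their values were seen, Eno1 and Pfkl. Ldha had a log2 fold change of 0.45 (SE 0.109, edgeR FDR 0.377; DESeq2 FDR 0.00469).

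The lactate shuttle list had a median of 0.22 (fry p 0.0575, FDR 0.306), with all 5 genes higher. The exporter gene Slc16a3 had a log2 fold change of 0.22 (SE 0.0618), with an edgeR FDR of 0.377 over all genes and 0.0102 over both transporter genes, and Slc16a1 had 0.13 (SE 0.133), which ranged from 0.019 without control replicate 1 to 0.25 without cKO replicate 2.

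No list passed an FDR of 0.05 under fry (0 of 16), and 1 had an unadjusted p under 0.05. Camera with a preset correlation of 0.01 passed 9 lists, among them the germ cell list (FDR 1.98e-17). None of these calls held under fry or under camera with an estimated correlation, which passed 0 lists. Among lists of other cell types, the medians were 0.70 for pre-granulosa, -0.27 for fetal Leydig, -0.017 for interstitial, 0.0034 for endothelial, -0.055 for macrophage, -0.067 for erythroid and 0.52 for mesonephros genes. Without cKO replicate 3 the pre-granulosa median was 0.11 and the fetal Leydig median -0.058, and the fetal Leydig median was -0.084 without control replicate 3 and -0.49 without cKO replicate 2. The mesonephros list had 6 tested genes, and without a filter on low counts its median was 0.19. Hypoxia response genes had a median of 0.13 (0.019 without control replicate 3, 0.052 without cKO replicate 1, 0.072 without cKO replicate 3 and 0.20 without control replicate 1). Dissociation stress genes had a median of 0.09 (0.042 without cKO replicate 1 and 0.14 without cKO replicate 3). The fry FDR of these 9 lists was 0.421 or above. The median of the Y-linked list was -0.018.

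**Figure D4:**
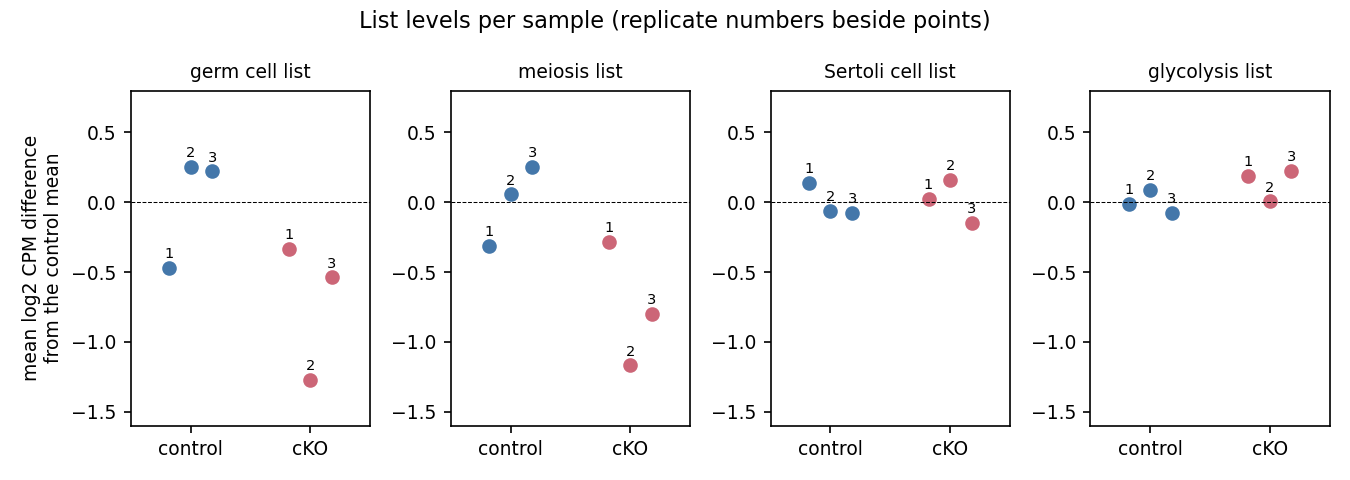
List level of each sample (y axis, mean log2 CPM difference from the control mean) for 4 lists, with control in blue, cKO in red and replicate numbers beside the points. In the germ cell list control replicate 1 lies at -0.47, below cKO replicate 1 at -0.33.

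The sex of the samples was checked from Xist, which is expressed from the inactive X chromosome of XX cells, and from Y-linked genes. Xist had 12534 counts (379 CPM) in cKO replicate 3 and between 6 and 41 counts in each of the other 5 samples. The sum of 4 Y-linked genes was 220 CPM in cKO replicate 3 and between 258 and 277 CPM in the other samples. The pre-granulosa gene Fst was at 50.9 CPM in cKO replicate 3, and at 2.02 CPM or less elsewhere. Without cKO replicate 3 the germ cell list median was -0.85.

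**Figure D5:**
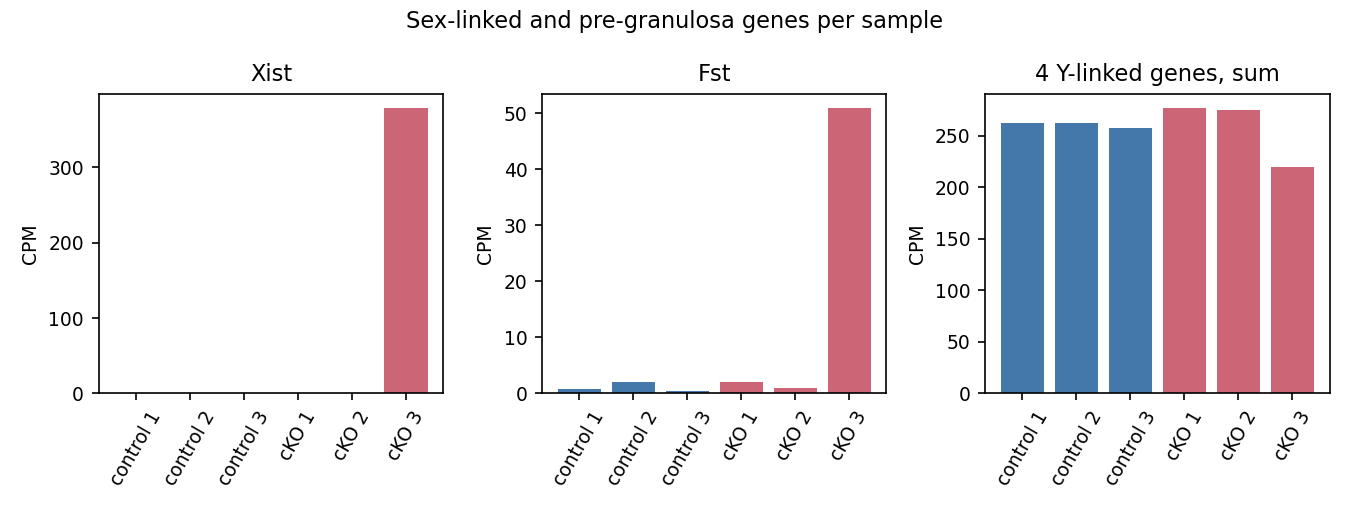
CPM (y axes, linear from 0) of Xist, Fst and the sum of 4 Y-linked genes in each sample, with control in blue and cKO in red. Xist stands at 379 CPM in cKO replicate 3, where the Y-linked sum is 220 CPM.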

Values the study reported

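For the Ppp1r3c cKO testes, the study reported 111 differentially expressed genes, with 57 upregulated and 54 downregulated. It reported that Ppp1r3c expression was lower by 76.8%.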

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

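DESeq2 with an alpha of 0.05, DESeq2 without each sample, the newer quasi-likelihood method and the thinned libraries were tests chosen only after the results were seen.

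The number of called genes depended on the tool and on single samples. edgeR called 5 higher and 1 lower, DESeq2 57 and 54, and DESeq2 with an alpha of 0.05 called 56 and 54. All 6 edgeR calls were among the DESeq2 calls. limma-voom, no filter on low counts and the newer quasi-likelihood method each gave 5 higher and 2 lower, and the stricter filter gave 3 higher and 1 lower. The cause was not tested. In simulated data both tools made a similar number of calls. There, the changed genes had log2 changes of 1 or 2 and varied independently, whereas many of the DESeq2 calls had smaller changes. The simulation therefore cannot explain the difference.

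Leaving out single samples, edgeR called 1 to 5 genes higher and 1 to 3 lower. DESeq2 called 100 higher and 213 lower without control replicate 1, 48 and 4 without control replicate 2, 31 and 17 without control replicate 3, 89 and 211 without cKO replicate 1, 64 and 18 without cKO replicate 2, and 9 and 5 without cKO replicate 3. Without control replicate 3, DESeq2 gave an adjusted p to only 1604 genes, and 5 of the 6 edgeR calls, Ppp1r3c included, had none there, so they are not counted as lost. Ppp1r3c was called in every setting that gave it an adjusted p. By edgeR, the window around Nr5a1 held 0 to 2 calls without single samples. DESeq2 called Nr5a1 without each single sample, and Nr6a1 wherever it gave that gene an adjusted p.

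The sample titles share replicate numbers, but the deviations of same-numbered samples from their group means correlated at -0.20, -0.27 and -0.13, so the numbers do not pair the samples. With the replicate number as a block, edgeR called 2 genes higher and 1 lower.

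The germ cell, piRNA pathway and meiosis lists stayed lower, and the glycogen metabolism, glycolysis and lactate shuttle lists higher, in every alternative run on the lists, which leaves out DESeq2 with an alpha of 0.05, DESeq2 without single samples and the newer quasi-likelihood method. Without single samples the germ cell median ranged from -1.05 to -0.58, the meiosis median from -1.23 to -0.69 and the glycogen metabolism median from 0.044 to 0.13. Only camera with the preset correlation passed the threshold, at unchanged medians of -0.82, -0.66, -0.81, 0.12, 0.15 and 0.22 in that order. This setting fixes the correlation between genes in place of estimating it.

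The Sertoli cell median changed sign with DESeq2 (0.00075), RLE size factors (0.00064), no filter (0.0016) and the stricter filter (0.00034), and ranged from -0.096 to 0.086 without single samples. No direction is read from it. Other values near 0 also changed sign without single samples: the interstitial (-0.094 to 0.037), endothelial (-0.074 to 0.080), macrophage (-0.16 to 0.033) and erythroid (-0.12 to 0.049) lists, Amh (-0.29 to 0.052), Ugp2 (-0.017 to 0.056), Pygl (-0.080 to 0.050), Pygm (-0.076 to 0.040) and Eif2s3y (-0.19 to 0.021). Xist ranged from -0.48 to 7.90, since its level rests on cKO replicate 3. In thinned libraries the endothelial list (-0.0094), Ugp2 (-0.017) and Pygl (-0.024) changed sign, as did Pygl with limma-voom (-0.0037). Pygm was at 0.0017 with DESeq2, 0.0057 with limma-voom, 0.00063 with RLE size factors, 0.0014 with no filter and 7.7e-05 with the stricter filter.

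The first principal component held 32.1% of the variance over all genes. Thinning all libraries to the depth of control replicate 1 left 5 genes higher and 1 lower, the same 6 genes.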

Other observations

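The tests of all splits of the samples other than that of the edgeR count, of GC content and length, of XX tissue, of embryonic stage, of control replicate 1, of paralogs, of chromosome 2 and of Hectd2os were chosen only after the results were seen. The tests of mesonephros, germ cell share, hypoxia, the Nr5a1 window and the splits for the edgeR count were written before. The test of depth was also set out before its result was seen, but the thinned libraries it uses were added to the alternatives only after the data were seen.

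The number of called genes here was 6. That is lower than the value quoted from the study above. The number of genes called higher was 5. That is lower than the value quoted from the study above. The number called lower was 1. That is lower than the value quoted from the study above. With DESeq2, the tool the study used, the counts were 111, 57 and 54.

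The comparison of splits cannot exclude chance for any of these numbers, since 10 splits of 6 samples never give a share under 0.1. Only for the call of Ppp1r3c are other values weighed here. Ppp1r3c, the targeted gene, was the 1 gene that edgeR called lower. Its level fell by 79.6%, 76.8% and 74.3% in cKO replicates 1 to 3. It was called in every setting that gave it an adjusted p. These values argue against chance for that call. For the edgeR count, where no other split gave more than 1 call, 1 of the 10 splits, that by genotype, gave as many calls. For the DESeq2 count 2 splits did: control replicate 1 with cKO replicates 2 and 3 against the remaining samples gave 475 calls, more than the 111 by genotype. For the list medians, 2 of 10 splits gave one as large for the germ cell list, 2 for piRNA pathway, 1 for meiosis, 1 for glycogen metabolism, 2 for glycolysis, 2 for lactate shuttle and 10 for Sertoli cell.

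The split with 475 calls follows the level of the germ cell list, which varied within the controls. In control replicate 1, 21 of 22 germ cell genes were lower than in both other controls, and 17 of 22 were lower than in cKO replicate 1. Shallow sequencing was argued against, because at equal depth control replicate 1 still lay lower by a log2 difference of -0.70. Of the 53 genes besides Ppp1r3c that DESeq2 called lower, 48 were lower in control replicate 1 than in both other controls, and 48 had their lowest value in cKO replicate 2. In its single-nucleus RNA data, the paper found almost all of the genes it called lower to be enriched in germ cell clusters. The genes called lower here may therefore follow a germ cell signal that also differs between pools of 1 genotype. No biological explanation of the difference within controls was tested.

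For the lower germ cell list in cKO, several technical explanations were argued against. Dilution by mesonephros would lower Sertoli genes alike, but the mean Sertoli cell list difference was 0.012 and the lowest of its 14 genes stood at -0.27, although the mesonephros list itself was higher. Depth was argued against by a median of -0.76 after thinning, a trend on GC content and length by a median of -0.80 after its removal (97.8% of tested genes had both values), and XX tissue in cKO replicate 3 by a median of -0.85 without that sample. A younger stage of the cKO pools stays open: the fetal Leydig list had a median of -0.27, with all 10 genes lower, but single samples moved it between -0.49 (without cKO replicate 2) and -0.058 (without cKO replicate 3), so it decides nothing about stage. From these RNA counts alone, fewer germ cells and lower expression per germ cell cannot be told apart. By staining germ cells in whole testes, the paper found significantly fewer of them in cKO testes at E12.5. The SD between germ cell genes with a mean of at least 10 CPM was 0.17, below that of Sertoli genes (0.20) and above those of interstitial (0.11), endothelial (0.085) and Leydig genes (0.12). The genotype stays among the open explanations.

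For the glycolysis list, hypoxia or delay at dissection cannot be told apart from an effect of genotype, because the hypoxia list median of 0.13 did not pass the test and moved with single samples. It was 0.019 without control replicate 3, 0.052 without cKO replicate 1, 0.072 without cKO replicate 3, 0.17 without cKO replicate 2 and 0.20 without control replicate 1, while the glycolysis median stayed between 0.11 and 0.19 without single samples.

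In cKO replicate 3, Y-linked genes stood at 82.3% of the mean of the other 5 samples while Xist, Foxl2 and Fst rose, Foxl2 being chosen after its values were seen. This is consistent with XX gonad tissue or RNA in that pool. Xist switched on in XY cells would not raise Fst, which was 25.2-fold above the highest other sample. An effect of the deletion would appear in the other cKO samples, where Xist reached at most 0.61 CPM. Whether an XX embryo entered the pool or RNA was mixed later was not tested. Of the 57 genes DESeq2 called higher, 37 had their highest value in cKO replicate 3, and 0 exceeded all controls in that sample only. How far XX tissue adds to these calls cannot be told apart from other differences of that sample, since the genes were chosen by the same test.

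Nr5a1 and its neighbour Nr6a1 were both higher in all 3 cKO samples (Fisher's exact p 9.63e-06 for calls within 1 Mb, and 0.00385 without Nr5a1 itself). A candidate explanation is that the Cre transgene carries copies of sequence around Nr5a1, since the cKO samples alone carry it. Reads of the transgene were not analysed here. Control embryos without Cre cannot separate this from an effect of losing Ppp1r3c.

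Mfap1a and Ttc30b also lie on chromosome 2, 82.8 and 37.2 Mb from Nr5a1, so 4 of the 6 edgeR calls lie there. The Cre is a transgene whose insertion site is not given in the sources used here, so these distances decide nothing about it. The paper reports that the Cre line and the floxed line were maintained on the same inbred background. An interval of another strain that came with the Cre may contribute, which cannot be told apart here: 9 of 109 DESeq2 calls outside the window (8.26%) were on chromosome 2, against 7.76% of tested genes (Fisher's exact p 0.856), but a few genes would not move this share. Reads moved between paralogs were argued against, as summed counts of Mfap1a and Mfap1b rose by 0.61 on the log2 scale and those of Ttc30b, Ttc30a1 and Ttc30a2 by 0.51, with no overlap of groups in either. The paralogs were chosen after their values were seen.

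Hectd2os lies downstream of Ppp1r3c on the same strand. A general rise around the recombined gene was argued against, because the other 13 tested genes within 1 Mb had a median log2 fold change of -0.059. Of these, 6 were higher and 7 lower, and 0 were called. A rise of single genes stays open, since Ankrd1, chosen after its values were seen, stood at 3.98 (SE 1.59) without being called. Transcription that runs on from the recombined allele over the 42.3 kb may explain the rise, but it cannot be told apart from others because gene counts show no reads between genes.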
